A study of Mus musculus with 64 samples. Its data were reported in "Sox2 levels regulate the chromatin occupancy of WNT mediators in epiblast progenitors responsible for vertebrate body formation" (2022).

How the data were processed

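ChIP-seq, the sequencing of DNA pulled down with an antibody against 1 protein, was available for 64 mouse samples. Of these, 60 were immunoprecipitated libraries with a peak list and 4 were input DNA, for which no list was analysed here. The libraries covered 5 target proteins in 4 conditions, with 3 biological replicates per group. Adherent cells had been fixed in 2 steps with a protein cross-linker and with formaldehyde, and libraries were read as single ends of 76 bp.

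According to the methods of the study, the authors processed the reads with the nf-core ChIP-seq pipeline, aligned them with BWA to the mm10 build and called narrow peaks with MACS at its default q-value below 0.05. The authors called peaks separately for each library, and replicates had not been pooled. The pairing of libraries with inputs was not given in the sources used here. Each list gave, per peak, the start, the end and the summit on mm10. The deposited score of a peak equalled 10 times its −log10 q-value, with 0 exceptions by more than 1 unit. The deposited fold was the ratio of signal at the summit to the local background, as computed by MACS for the authors. The deposited −log10 p-value and −log10 q-value of each peak referred to its summit. The lowest −log10 q-value in a list ranged from 1.30 to 1.46. All these values per peak were the authors' own, and they were used here only to rank or filter peaks within a list or to describe them. The authors tested read counts over consensus peaks with DESeq2, and those counts were not used here.

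The lists were checked before use. No peak lay past the end of a GRCm38 chromosome (0 of 12175735), no summit lay outside its peak, and 0 pairs of files were identical. The highest share of identical intervals between 2 replicates was 0.00658%. The mitochondrial chromosome held 63 peaks. In 37 lists the median peak width was also the narrowest width, and in 3 lists the narrowest peak was shorter than the reads. Read depth is unknown, because the lists hold no read counts. The number of peaks and the length they cover were used in its place, and no interval for counting error could be given.

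Because the lists differed by up to 609-fold in length, comparisons of position used equal-length lists. Peaks were ranked by the deposited −log10 p-value, and each library of a target was shortened to the length of the shortest list of that target, with an upper limit of 20000. This gave 20000 peaks per library for SOX2, 3423 for β-catenin, 4443 for LEF1, 1628 for TCF7L1 and 4134 for TCF7L2. Peaks of the compared libraries that shared at least 1 bp were merged into sites. A site counted as occupied in a library when the library had a peak overlapping it. Consensus intervals followed the rule of the study and used all deposited peaks: intervals were kept where at least 2 of 3 replicates of any condition had a peak.

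Replicate agreement was the mean Jaccard index (shared base pairs over the union) of library pairs of the same condition minus that of pairs of different conditions. Placement was the mean Jaccard index of a SOX2-ON or SOX2-OFF library with the 3 naive ESC libraries minus that with the 3 CEpiLC libraries. Differential sites had a peak in 3 of 3 libraries of one condition and in 0 of 3 of the other. Sites of high SOX2 had a peak in at least 5 of the 6 naive ESC and SOX2-ON libraries and in at most 1 of the 6 CEpiLC and SOX2-OFF libraries, and sites of low SOX2 the reverse. The class index of a library was the log2 odds that it overlapped SOX2 sites found only in naive ESC minus the log2 odds for SOX2 sites found only in CEpiLC, with 0.5 added to each count. An overlap counted for the class index and for shared differential sites when it reached 10% of the site.

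Groups were compared with exact permutation tests. With 3 against 3 libraries an exact permutation test cannot go below p = 0.1, so none of those could pass 0.05. Tests of high against low SOX2 permuted labels within each cell line, with 400 assignments and a smallest p of 0.005. Whether a difference was larger in one cell line than in the other was tested by permuting the cell line labels within each SOX2 level. Tests across sites were Fisher's exact tests, in which sites and not replicates are the units. Values of p were adjusted by the Benjamini-Hochberg method within each family of tests. Counts of sites were also computed for other splits of the same libraries, which were all 10 splits of 6 libraries or 100 drawn splits of 12 libraries with a fixed seed.

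Sequences within 100 bp of the strongest summit were searched on both strands of GRCm38 for CWTTGT (SOX), WTTGTNATGCAAA (OCT-SOX), CTTTGAW (TCF), TTTATKG (CDX) and GGTGTG (T/BRA), and windows 5000 bp away served as background. Gene models came from the basic GENCODE annotation of GRCm38. The named loci were fixed by a rule. It took 8 genes that the study itself shows as ChIP-seq examples, each as the gene body with 10 kb upstream. It also took the 3 SOX2 sites per direction with the highest median deposited fold. These were ranked among sites with a peak in 3 of 3 equal-length lists of one condition and in 0 of 3 full lists of the other. Of the sites this rule gave, 1 is not reported here. Coding exons of 13375 genes with at least 4 coding exons were scanned for summits with a fold of at least 8. A gene passed in a library when at least 3 of its coding exons, and 50% of them, held such a summit within 30 bp and at least 60% of its strong summits lay in coding exons. A list of 15 abundant transcripts, of which 11 met the length limits of the scan, served as its comparison.

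The alternatives were all deposited peaks, at most 10000 or 2000 peaks per library, ranking by fold, removal of minor contigs and of 145 regions occupied for every target in every condition, windows around summits in place of peaks, a −log10 q-value or fold of at least 5, the covered length, other minimum overlaps, other rules for occupancy, other motif windows, a replicate block and leaving out each replicate. The design, the alternatives and the loci were fixed before the data were examined, apart from the exon scan, the shares of summits with a sequence in each library, and the alternatives said to have been chosen later.

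Computation used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and bedtools 2.31.1 served to check merging and Jaccard indices. The procedures were tested on simulated data. In simulated SOX2 lists for CEpiLC against naive ESC, with 11266 merged sites and 800 sites made differential, 714 sites were called, of which 695 (86.9% of those made) were true. With nothing changed, 14 of 11238 simulated sites were called. In these lists nearly every true site of a condition was present in each of its libraries. All peaks had the same width, and true peaks were far stronger than noise. No simulated library was poorly enriched, which deposited libraries may be, so these rates need not hold for the deposited lists.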

Results

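Binding of 5 proteins was mapped by ChIP-seq in mouse embryonic stem cells of the XY HM1 TetON line, the wild-type (WT) control, and in cells derived from them. The targets were SOX2, a transcription factor of pluripotent and neural cells, β-catenin, which carries the WNT signal to chromatin, and the DNA-binding partners of β-catenin LEF1, TCF7L1 (TCF3 in the labels) and TCF7L2 (TCF4 in the labels). Naive embryonic stem cells (naive ESC) were WT cells kept in 2i medium, a medium with inhibitors of MEK and GSK3. Caudal epiblast-like cells (CEpiLC) were WT cells differentiated with FGF and LGK974, which blocks secretion of WNT by the cells, and then also with CHIR99021, a GSK3 inhibitor that switches on the WNT pathway. The SOX2-TetON line, made from the WT line, lacked its own Sox2 and carried a transgene driven by doxycycline. It was differentiated in the same way with doxycycline kept at 1 µg/ml (SOX2-ON) or withdrawn (SOX2-OFF). SOX2 was therefore taken as high in naive ESC and SOX2-ON and as low in CEpiLC and SOX2-OFF. Only in the SOX2-TetON line was the level set by doxycycline, whereas in CEpiLC it fell during differentiation. The low conditions need not be alike. According to the study, SOX2 detected in SOX2-OFF is probably low residual protein after withdrawal of doxycycline. Each of the 20 groups of target and condition had 3 libraries.

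The 60 lists held 12175735 peaks, from 1628 to 991719 per library with a median of 106232. The authors had called peaks in each library separately, and the fold and the p-value of each peak are the authors' own. Read depth could not be read from the lists. Numbers of peaks varied widely within groups, for example 383855 ± 454046 (SD, n = 3) for SOX2 in naive ESC and 57689 ± 40515 (SD, n = 3) for SOX2 in CEpiLC. On the log10 scale, CEpiLC minus naive ESC differed by −0.680 for SOX2, −0.799 for β-catenin and −1.39 for LEF1, with all 3 CEpiLC libraries below all 3 naive ESC libraries in each case. Each of these had p = 0.1 in a two-sided exact permutation test, the smallest that 3 against 3 libraries allow, and an adjusted p of 0.333 over 10 tests. Without replicate 1 the SOX2 difference was −0.275, and without replicate 2 it was −0.961. With a fold of at least 5 it was −0.488 with exact p = 0.3, and with a −log10 q-value of at least 5 the LEF1 difference was −0.608 with exact p = 0.3. The other 7 differences lay between −0.603 for TCF7L1 in CEpiLC against naive ESC and 0.716 for β-catenin in SOX2-ON against SOX2-OFF, with exact p from 0.3 to 0.9 and adjusted p up to 0.9. Of the alternatives, leaving out replicate 1 moved the TCF7L1 difference most, from −0.603 to 0.400. The small differences for SOX2 in SOX2-ON against SOX2-OFF (−0.106) and TCF7L2 in CEpiLC against naive ESC (−0.0113) also changed sign, to 0.157 with a stricter q-value and to 0.386 without replicate 1.

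**Figure D1:**
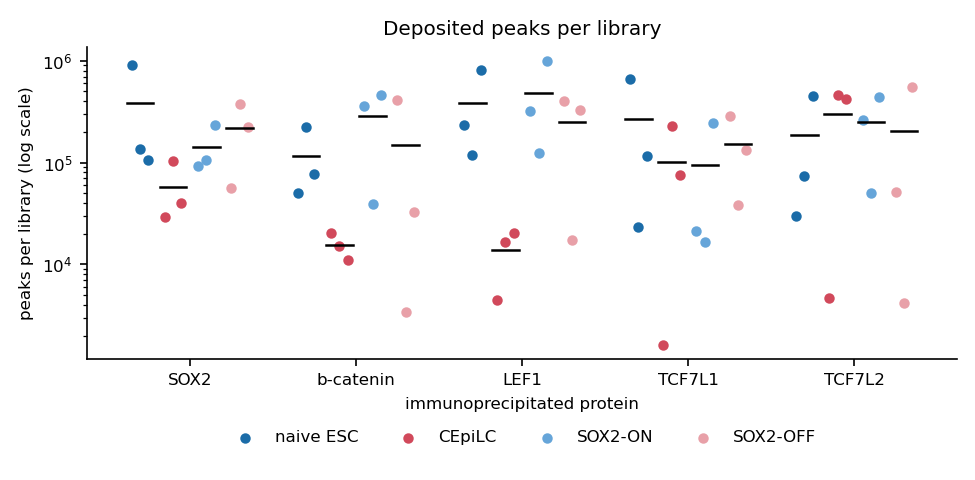
Number of deposited peaks per library (log axis) by target and condition, with 1 point per library and a black line at the mean of each group. The 60 libraries lie between 1628 and 991719 peaks, and libraries of the same group often differ more than groups do.

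Strong peaks over the coding exons of 3 genes separated replicate 1 from the other replicates. These genes were singled out after their values had been seen. Of 13375 genes scanned, Tfap2a (ENSMUSG00000021359.16, chromosome 13, 40715302 to 40738376) passed in 16 libraries, and Tfap2c (ENSMUSG00000028640.11, chromosome 2, 172549593 to 172558622) and Tcf7l1 (ENSMUSG00000055799.13, chromosome 6, 72626378 to 72789254) in 15 libraries each. Only 1 further gene passed, Tcf7l2 (ENSMUSG00000024985.19, chromosome 19, 55741820 to 55933654) in 2 libraries. At least 1 gene passed in 19 of 20 libraries of replicate 1 and in 0 of 40 libraries of replicates 2 and 3. The highest deposited fold was 363.5, over Tfap2a in SOX2-ON LEF1 replicate 1, and in 7 libraries the strongest peak of the list lay over a passing gene. Weaker exon peaks also occurred outside replicate 1, up to a fold of 31.3 over Tfap2a in SOX2-ON LEF1 replicate 3.

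**Figure D2:**
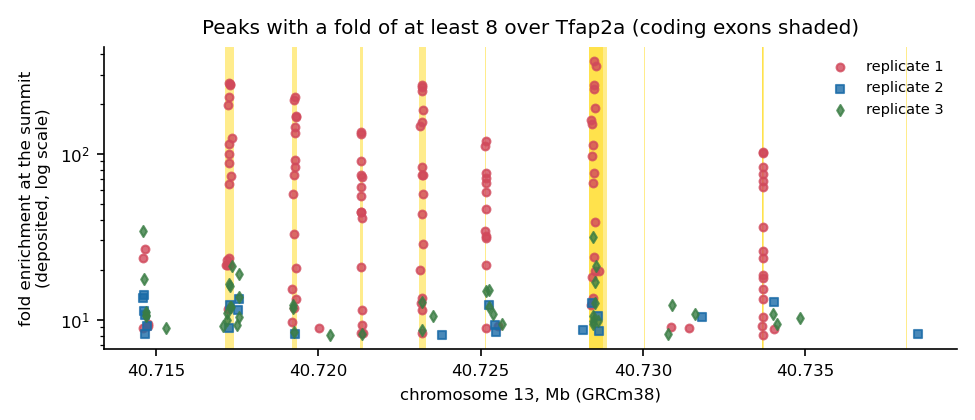
Summits of deposited peaks along Tfap2a on chromosome 13 with their fold (log axis), for libraries of replicate 1 and of replicates 2 and 3, above the exons of the gene. In replicate 1 the strong summits, with a fold of up to 363.5, lie over coding exons.

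Consensus intervals, which any condition supported in at least 2 of 3 replicates, numbered 129871 for SOX2, 82807 for β-catenin, 161548 for LEF1, 68192 for TCF7L1 and 80899 for TCF7L2. Between 73.7% (SOX2) and 93.2% (LEF1) of them were supported in a single condition, and from 0.709% (LEF1) to 6.14% (SOX2) in all 4. The rule moved these counts more than any other choice: with 1 library as the minimum, LEF1 had 2706562 intervals, and with 3 of 3 replicates it had 10220.

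Whether libraries of the same condition resembled each other more than those of other conditions was asked with equal-length lists. The mean Jaccard index within conditions was 0.250 for SOX2, 0.418 for β-catenin, 0.157 for LEF1, 0.333 for TCF7L1 and 0.255 for TCF7L2. Between conditions it was 0.130, 0.198, 0.0675, 0.157 and 0.205, in the same order. The LEF1 mean was highest in CEpiLC, whose libraries reached 0.372 to 0.394 with their own condition, whereas naive ESC replicates 1, 2 and 3 had 0.00594, 0.0437 and 0.0434. Naive ESC LEF1 replicate 2 resembled the other conditions more (0.0944) than its own, and so did SOX2-ON TCF7L2 replicate 3 (0.231 against 0.205). The differences were 0.120, 0.221, 0.0891, 0.176 and 0.0506. In one-sided exact permutation tests over the 15400 assignments of 12 libraries, p was 6.5e-05 for the first 4 targets, the smallest that these assignments allow (adjusted 8.1e-05 over 5 tests), and 1.3e-04 for TCF7L2 (adjusted 1.3e-04). All deposited peaks moved the difference most for each target except SOX2, where at most 2000 peaks moved it most, to 0.213. With all deposited peaks TCF7L1 fell to 0.0150 (p = 0.0701 in the same permutation test) and TCF7L2 to −0.00629 (p = 0.657).

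In the study, SOX2 was manipulated to ask if its level accounts for the change of SOX2 and β-catenin occupancy between the WT states. Here each SOX2-ON and SOX2-OFF library was compared with both WT states. Placement, the Jaccard index with naive ESC minus that with CEpiLC, was 0.00638 ± 0.0133 (SD, n = 3) for SOX2 in SOX2-ON and −0.0706 ± 0.0220 (SD, n = 3) in SOX2-OFF. For β-catenin it was 0.0232 ± 0.0165 in SOX2-ON and −0.185 ± 0.0699 in SOX2-OFF (SD, n = 3 each). All SOX2-OFF libraries of the 5 targets lay closer to CEpiLC. SOX2-ON libraries lay on both sides: 3 of 3 β-catenin libraries but 1 of 3 SOX2 and 0 of 3 LEF1 libraries were closer to naive ESC. For LEF1 the sign of placement is uncertain in SOX2-ON and SOX2-OFF, because its naive ESC libraries shared little even with each other. Their Jaccard indices were 0.00594, 0.0437 and 0.0434, against 0.372 to 0.394 in CEpiLC. SOX2-ON LEF1 libraries reached a mean of 0.0501 with naive ESC, above each of these 3 values. SOX2-ON minus SOX2-OFF was 0.0770 for SOX2, 0.209 for β-catenin, 0.0770 for LEF1 and 0.161 for TCF7L1, each with p = 0.1 in an exact two-sided permutation test (adjusted 0.125 over 5 tests). For TCF7L2 it was 0.0217 (exact p = 0.3, adjusted 0.3). The mean over targets was 0.109, with p = 1.9e-06 in an exact permutation test within each target. When an exact permutation test moved whole replicates over all targets together, the same mean had p = 0.1, the smallest possible, so the low value holds only if the immunoprecipitations of a replicate are taken as independent. All deposited peaks moved the mean most, to 0.0298 (permutation p = 0.0115).

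**Figure D3:**
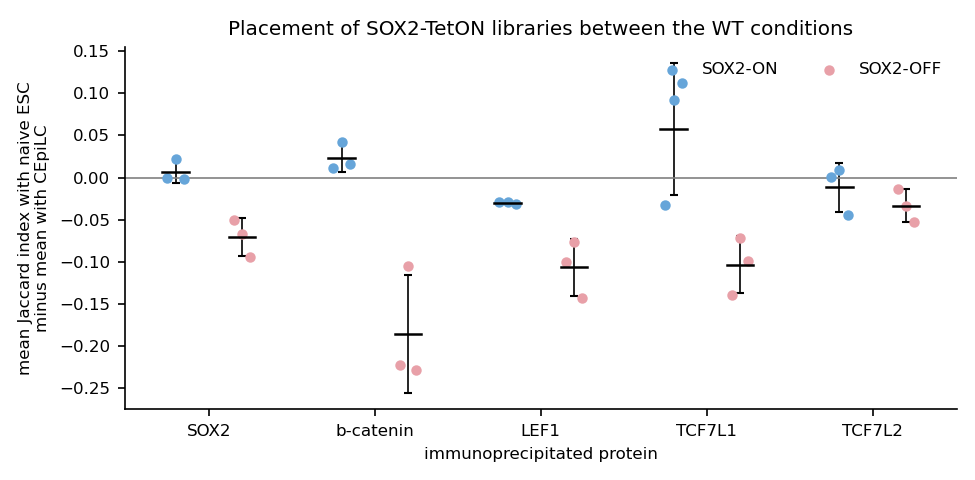
Placement of each SOX2-ON and SOX2-OFF library, the mean Jaccard index with naive ESC libraries minus that with CEpiLC libraries of the same target, with 1 point per library, a black line at the mean and error bars of 1 SD (n = 3). Points above 0 are closer to naive ESC, and every SOX2-OFF library lies below 0.

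Differential sites, with a peak in 3 of 3 libraries of one condition and in 0 of 3 of the other, were counted to find where occupancy differed. A site with a peak in 3 of the 6 libraries falls wholly into one condition by chance in 10% of cases. For SOX2, 2440 sites were found only in CEpiLC and 2424 only in naive ESC, out of 64689 merged sites. For β-catenin the counts were 1293 and 1395 of 8214, for LEF1 1356 and 5 of 18259, for TCF7L1 274 and 753 of 4517, and for TCF7L2 419 and 160 of 13901. The 5 naive ESC sites of LEF1 rested on a single library: without replicate 1 there were 309. The LEF1 peaks of naive ESC replicate 1 held a TCF sequence no more often than nearby windows did, in 8.19% against 8.51%. With doxycycline, SOX2 had 4101 sites only in SOX2-ON and 673 only in SOX2-OFF, and β-catenin 688 and 400. The corresponding counts were 356 and 148 for LEF1, 142 and 237 for TCF7L1, and 64 and 97 for TCF7L2. Against CEpiLC, SOX2-ON had 3291 SOX2 sites of its own and CEpiLC 2186, whereas SOX2-OFF had 138 and CEpiLC 1686. The SOX2 libraries of SOX2-OFF had a Jaccard index of only 0.119, 0.132 and 0.146 with their own condition, against 0.207 to 0.317 in the other conditions, and a group whose replicates share few peaks can yield few sites under a rule of 3 of 3. How far the amount of SOX2 protein left in SOX2-OFF accounts for these values was not tested. For β-catenin these counts were 812 and 889 with SOX2-ON, and 203 and 299 with SOX2-OFF. Both the list length and the rule for absence moved these counts by more than 1.5 times. Requiring absence in the full lists left 34 of 379 TCF7L1 sites of SOX2-ON against SOX2-OFF and 53 of 502 β-catenin sites of SOX2-OFF against CEpiLC. With all deposited peaks SOX2 had 1278 sites only in CEpiLC and 10695 only in naive ESC, and LEF1 had 576 and 954, the reverse of its direction in equal-length lists.

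Sites that followed the SOX2 level in both cell lines were counted across all 12 libraries of a target. High-SOX2 and low-SOX2 sites numbered 1431 and 939 for SOX2, 421 and 675 for β-catenin, 48 and 426 for LEF1, 190 and 265 for TCF7L1, and 55 and 163 for TCF7L2. The balance between them also moved with the list length: with all deposited peaks β-catenin had 3611 high-SOX2 and 677 low-SOX2 sites, LEF1 1001 and 222, TCF7L1 2684 and 132, and TCF7L2 193 and 154. Under the rule of all against none that leaving out a replicate entails, LEF1 had 50 high-SOX2 sites without replicate 1 but 2 without replicate 2 and 2 without replicate 3, and TCF7L1 had 163 high-SOX2 and 155 low-SOX2 sites without replicate 1.

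The class index asked whether the WNT mediators were found at the SOX2 sites of the matching state. It was positive when a library overlapped SOX2 sites of naive ESC more than those of CEpiLC. For β-catenin it was 4.04 ± 0.38 in naive ESC, −6.33 ± 0.28 in CEpiLC, −0.43 ± 0.37 in SOX2-ON and −3.69 ± 0.27 in SOX2-OFF (log2 odds, SD, n = 3 each). High minus low SOX2 was 6.82 for β-catenin, 5.83 for LEF1, 6.87 for TCF7L1 and 4.69 for TCF7L2. Each had p = 0.005 in a two-sided exact permutation test within cell lines, the smallest that 400 assignments allow, and an adjusted p of 0.005 over 4 tests. In each cell line, all 3 libraries of high SOX2 lay above all 3 of low SOX2. Naive ESC minus CEpiLC was 10.37, 7.28, 10.71 and 7.87 for the same 4 targets, and SOX2-ON minus SOX2-OFF was 3.27, 4.37, 3.02 and 1.52, each with exact permutation p = 0.1 (adjusted 0.1 over 9 tests). For LEF1 in naive ESC the index was 1.51 ± 1.65 (SD, n = 3), and replicate 1 of that group held few TCF sequences, as given above. CEpiLC TCF7L1 replicate 1 overlapped 0 of the 2424 naive ESC sites, so its index depended on the constant of 0.5. For SOX2 itself, in the libraries of the SOX2-TetON line that had no part in defining the sites, the index was 0.36 ± 0.40 in SOX2-ON and −3.58 ± 0.47 in SOX2-OFF (SD, n = 3 each). Their difference of 3.94 had p = 0.1 in the exact permutation test, the smallest possible. All deposited peaks moved the β-catenin difference between high and low SOX2 to 5.74 and that of TCF7L2 to 2.87, both with permutation p = 0.005.

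**Figure D4:**
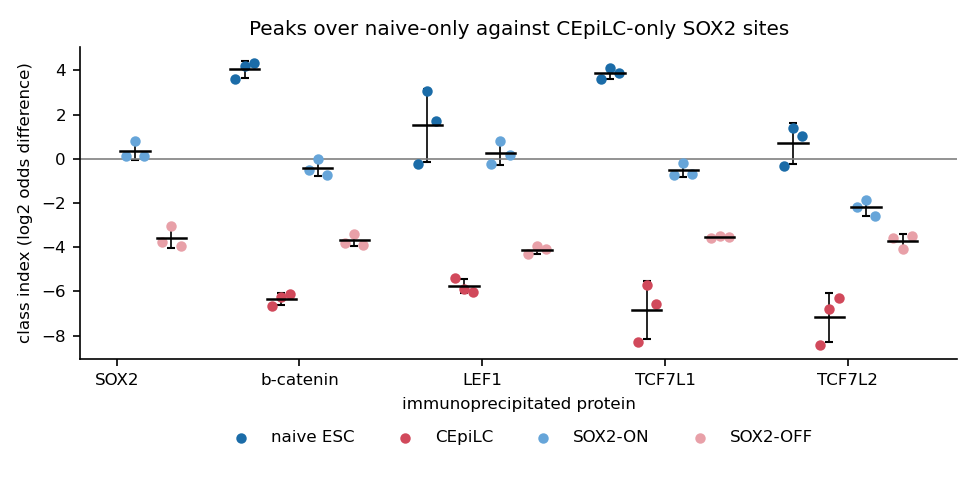
Class index (log2 odds at SOX2 sites of naive ESC minus log2 odds at SOX2 sites of CEpiLC) by target and condition, with 1 point per library, a black line at the mean and error bars of 1 SD (n = 3). SOX2 is shown for SOX2-ON and SOX2-OFF only, and in each cell line the libraries of high SOX2 lie above those of low SOX2.

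To ask how often β-catenin and SOX2 changed at the same place, differential sites of SOX2-ON against SOX2-OFF were overlapped. Of 1088 differential β-catenin sites, 390 (35.8%) overlapped a differential SOX2 site, against 1446 (16.9%) of all 8543 β-catenin sites. The odds ratio was 3.39 against the remaining sites, with p = 5.16e-60 in Fisher's exact test across sites, which are not replicates. The direction was the same at all 390: 334 were SOX2-ON sites and 56 SOX2-OFF sites of both proteins, and 0 had opposite directions. Over the list lengths tried, the share ranged from 24.3% with 2000 peaks per library to 45.1% with 10000.

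Sequences known to bind SOX2, OCT4 with SOX2, TCF, CDX and T were compared between the 2424 SOX2 sites of naive ESC and the 2440 of CEpiLC. The SOX sequence CWTTGT was present in 62.8% of naive ESC sites, 43.6% of CEpiLC sites and 26.4% of windows 5000 bp away. The odds ratio was 2.19 (p = 1.81e-41, adjusted 9.04e-41 over 5 sequences, Fisher's exact test across sites). The T sequence GGTGTG was present in 16.8% and 13.6% (adjusted p = 0.00454) but in 13.7% of background windows, and its difference of 3.22 percentage points was 1.04 (adjusted p = 0.231) within 50 bp of the summit and 5.11 (adjusted p = 3.67e-04) within 250 bp. Leaving out a replicate gave from 2.47 (adjusted p = 0.00256) without replicate 1 to 4.41 (adjusted p = 3.02e-07) without replicate 3. The CDX sequence TTTATKG was present in 6.39% and 8.32% (adjusted p = 0.0191), on both sides of the background of 7.38%. Its difference of −1.93 points was not past the threshold without replicate 1 (−0.766, adjusted p = 0.217), without replicate 2 (−0.590, adjusted p = 0.383) or within 250 bp (−1.50, adjusted p = 0.200). It was past the threshold without replicate 3 (−3.01, adjusted p = 2.27e-06) and within 50 bp (−1.58, adjusted p = 0.0153). The TCF sequence CTTTGAW was present in 14.7% and 15.7% (adjusted p = 0.380), and its difference of −0.928 points changed sign within 250 bp (1.53). The OCT-SOX sequence WTTGTNATGCAAA was present at 4 and 13 sites (adjusted p = 0.0608), with a difference of −0.368 points that passed the threshold without replicate 3 (−0.401, adjusted p = 0.00723).

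Peaks in 8 loci, each the gene with 10 kb upstream on GRCm38, were counted as the number of 3 libraries with a peak. A peak anywhere in the locus counted, whatever its strength. The study shows these genes as examples from its own ChIP-seq, so the counts are no independent test of its findings. Meis3 (ENSMUSG00000041420.18, chromosome 7, 16165090 to 16186504) had a SOX2, β-catenin and LEF1 peak in 3 of 3 CEpiLC equal-length lists and in 0 of 3 of each other condition. In the full lists, however, SOX2 peaks lay there in 1 of 3 naive ESC, 2 of 3 SOX2-ON and 3 of 3 SOX2-OFF libraries, β-catenin peaks in 1, 2 and 2 of 3, and LEF1 peaks in 2 of 3 libraries of each of these conditions. Klf2 (ENSMUSG00000055148.7, chromosome 8, 72309033 to 72321656) had a SOX2 peak in 3 of 3 libraries of every condition, and a β-catenin peak in 3 of 3 naive ESC, 0 of 3 CEpiLC, 3 of 3 SOX2-ON and 2 of 3 SOX2-OFF libraries. In the full lists β-catenin was still found there in 0 of 3 CEpiLC libraries. T (ENSMUSG00000062327.10, chromosome 17, 8424423 to 8442496) had β-catenin peaks in 1 of 3 naive ESC libraries and in 3 of 3 of each other condition. Tbx6 (ENSMUSG00000030699.16, chromosome 7, 126771483 to 126785560) had them in 3 of 3 CEpiLC, 2 of 3 SOX2-OFF and 0 of 3 naive ESC and SOX2-ON libraries. The loci of Hoxb8 (ENSMUSG00000056648.5, chromosome 11, 96271905 to 96285315) and Hoxb9 (ENSMUSG00000020875.9, chromosome 11, 96261457 to 96276595) overlap, and both had β-catenin peaks in 3 of 3 CEpiLC libraries and in 0 of 3 of each other condition. In the full lists, T, Tbx6, Hoxb8 and Hoxb9 had β-catenin peaks in at least 2 of 3 libraries of every condition. Nodal (ENSMUSG00000037171.6, chromosome 10, 61407972 to 61425338) and Cdx2 (ENSMUSG00000029646.3, chromosome 5, 147300805 to 147317270) had a β-catenin peak in 3 of 3 libraries of all 4 conditions. The study describes single elements at both genes. Counts over a whole locus cannot show whether occupancy of those elements differed between conditions.

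The strongest SOX2 sites of each state were taken among 447 CEpiLC and 1732 naive ESC sites that no full list of the other state contained. In CEpiLC a site lay on chromosome 9, 39629989 to 39630755, between genes and 8889 bp from the start of Olfr960, with a median deposited fold of 32.4 (15.2 to 55.2). Another was on chromosome 1, 13036860 to 13037744, between genes and 22499 bp from the start of Gm37162, with a fold of 31.0 (20.3 to 44.8). Both CEpiLC sites had a β-catenin peak in 3 of 3 CEpiLC and 0 of 3 naive ESC libraries. In naive ESC the strongest site lay on chromosome 19, 29007940 to 29008888, in a UTR of Cdc37l1, with a fold of 47.9 (46.4 to 61.1). It was followed by a site on chromosome 1, 133340106 to 133341145, between genes and 9866 bp from the start of Ren1, with a fold of 45.3 (21.9 to 58.0). The last was on chromosome 5, 137933673 to 137934651, between genes and 5824 bp from the start of Gm8099, with a fold of 43.7 (24.4 to 47.4). These 3 sites had a β-catenin peak in 3, 3 and 1 of 3 naive ESC libraries and in 0 of 3 CEpiLC libraries. SOX2 was found at them in 3, 0 and 1 of 3 SOX2-ON libraries and in 0 of 3 SOX2-OFF libraries, in the same order.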

Values the study reported

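The study reported that its consensus peaks included 76% of the SOX2 peaks and 89% of the β-catenin peaks from separate CEpiLC data that it cites, and added 110,893 SOX2 and 81,832 β-catenin peaks. SOX2 occupancy in CEpiLC was given as lower than in naive cells at 5,943 sites and higher at 5,754. Among 9,727 β-catenin peaks that differed between CEpiLC, SOX2-ON and SOX2-OFF, 4,399 (45%) were reported to overlap a differential SOX2 peak.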

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

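No test in this part was chosen after its result had been seen. The difference in class index between high and low SOX2 was larger in the WT cells (naive ESC minus CEpiLC) than in the SOX2-TetON line (SOX2-ON minus SOX2-OFF) for all 4 WNT mediators. WT minus SOX2-TetON was 7.11 for β-catenin (10.37 against 3.27), 2.91 for LEF1 (7.28 against 4.37), 7.70 for TCF7L1 (10.71 against 3.02) and 6.35 for TCF7L2 (7.87 against 1.52). Exact permutation tests that exchanged the cell line labels within each SOX2 level gave p = 0.005, 0.02, 0.005 and 0.005, with adjusted p of 0.015, 0.045, 0.015 and 0.015 over 9 such tests. The same test on the log10 number of peaks gave differences from −0.552 to 1.01 with p from 0.105 to 0.94 (adjusted 0.189 to 0.94), which does not show that peak numbers were alike.

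The SOX2 sites behind the index had been defined in the WT libraries, so a candidate explanation is the origin of the site classes in the WT libraries. With sites defined in the SOX2-TetON libraries, the WT difference stayed larger for 0 of the 4 targets. WT minus SOX2-TetON became −1.37 for β-catenin (p = 0.05), −3.51 for LEF1 (p = 0.005), −0.79 for TCF7L1 (p = 0.095) and −0.47 for TCF7L2 (p = 0.465) in the same exact permutation test. Sites chosen for a difference in one cell line favour that line by construction, so the origin of the sites and a larger change in WT cells cannot be told apart by this test. The reversed difference was smaller in size than the first for β-catenin, TCF7L1 and TCF7L2 and larger for LEF1. Lists of a target had equal length, but CEpiLC TCF7L1 replicate 1 entered with all of its 1628 peaks. Naive ESC TCF7L1 replicate 1 entered with the strongest 1628 of 660387. With sites of the WT libraries, leaving out replicate 1 kept the WT difference larger for all 4 targets. It was 9.31 against 3.16 for β-catenin, 6.88 against 4.56 for LEF1, 9.57 against 3.11 for TCF7L1 and 6.24 against 1.62 for TCF7L2. It also stayed larger with at most 2000 or 10000 peaks and with all deposited peaks. These values argue against that library pair or the list length as the source. Other effects of peak number stay open. A difference in read depth, in the inputs used or in the base composition of the sites was not tested. The biological difference in the design stays open and untested: naive ESC and CEpiLC differ in medium and developmental state as well as in SOX2, whereas SOX2-ON and SOX2-OFF were both differentiated.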

How the results depend on the processing

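Leaving out replicates for the sequence comparisons and the strongest sites, and counting the fixed loci in all deposited peaks, were chosen after the data had been seen. Of 611 values recomputed for the comparisons of the report, 451 kept their direction and their side of the threshold, or their count within 1.5 times. A further 18 lost the threshold, 1 gained it, 128 moved further and 13 changed sign. For peak numbers, placement of single targets and single contrasts of the class index, p could not go below 0.1 in the permutation tests. Those values could not cross the threshold, so only a change of sign could take them out of the first class. Their place in it does not show that their size was kept. Ranking by fold, removal of the shared regions and windows around summits left every result of agreement, placement, differential sites, high and low SOX2 sites, class index and overlap in the first class, and so did merging at 100 bp for differential sites. The class index also stayed there for all deposited peaks, both other list lengths and both other overlaps. Unless the construction of an alternative shows it, the cause was not tested.

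With all deposited peaks, replicate agreement fell to 0.0150 for TCF7L1 (p = 0.0701, exact permutation test) and to −0.00629 for TCF7L2 (p = 0.657). Over all alternatives except those leaving out a replicate, p for TCF7L1 ranged from 6.5e-05 to 0.0701. With all deposited peaks, SOX2-ON minus SOX2-OFF in placement kept its sign but fell for every target. It went from 0.0770 to 0.0104 for SOX2, from 0.209 to 0.0820 for β-catenin and from 0.0770 to 0.0194 for LEF1. For TCF7L1 it went from 0.161 to 0.0202 and for TCF7L2 from 0.0217 to 0.0170. Exact permutation p for these placement values ranged from 0.2 to 0.5. Differential sites of CEpiLC against naive ESC changed from 4864 to 11973 for SOX2 (1278 against 10695), from 2688 to 11055 for β-catenin (1454 against 9601), from 1027 to 12486 for TCF7L1 (39 against 12447) and from 579 to 987 for TCF7L2. LEF1 changed little in number, from 1361 to 1530, but much in balance, from 1356 against 5 to 576 against 954. Sites of SOX2-ON against SOX2-OFF changed from 4774 to 8338 for SOX2, from 1088 to 3067 for β-catenin (3029 against 38), from 504 to 3619 for LEF1 (3437 against 182), from 379 to 698 for TCF7L1 and from 161 to 654 for TCF7L2 (593 against 61). Sites of SOX2-ON against CEpiLC changed from 5477 to 10052 for SOX2 (8395 against 1657) and from 1701 to 5347 for β-catenin (4546 against 801), and SOX2-OFF against CEpiLC for SOX2 changed from 1824 to 2120 (632 against 1488). High and low SOX2 sites changed from 2370 to 5754 for SOX2 (5015 against 739), from 1096 to 4288 for β-catenin (3611 against 677), from 474 to 1223 for LEF1 (1001 against 222), from 455 to 2816 for TCF7L1 (2684 against 132) and from 218 to 347 for TCF7L2 (193 against 154).

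With at most 10000 peaks per library, sites of CEpiLC against naive ESC rose from 2688 to 5676 for β-catenin and from 1027 to 4975 for TCF7L1 (142 against 4833). Sites against CEpiLC changed from 1824 to 1092 for SOX2 in SOX2-OFF, from 1701 to 3413 for β-catenin in SOX2-ON and from 502 to 1000 for β-catenin in SOX2-OFF (171 against 829). In SOX2-ON against SOX2-OFF the balance moved to 1302 against 224 for β-catenin, to 303 against 211 for TCF7L1 and to 119 against 110 for TCF7L2, the latter 2 the reverse of 142 against 237 and 64 against 97. High and low SOX2 sites rose from 1096 to 2051 for β-catenin and from 455 to 1480 for TCF7L1 (1275 against 205). At most 2000 peaks per library shortened the lists of all targets except TCF7L1, whose lists became longer apart from the shortest, of 1628 peaks. TCF7L1 then gave 1206 sites in place of 1027 in CEpiLC against naive ESC, 439 in place of 379 in SOX2-ON against SOX2-OFF and 513 in place of 455 for high and low SOX2. For the other targets CEpiLC against naive ESC gave 1094 sites for SOX2 in place of 4864, 1648 for β-catenin in place of 2688, 703 for LEF1 in place of 1361 and 297 for TCF7L2 in place of 579 (179 against 118). SOX2-ON against SOX2-OFF gave 1029 for SOX2 in place of 4774 (634 against 395). Against CEpiLC, SOX2 gave 1221 in place of 5477 in SOX2-ON and 319 in place of 1824 in SOX2-OFF (116 against 203), and β-catenin 1078 in place of 1701 and 333 in place of 502. High and low SOX2 sites fell to 626 for SOX2 (248 against 378) and to 133 for TCF7L2.

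Requiring absence in the full lists can only remove sites. CEpiLC against naive ESC kept 2179 of 4864 sites for SOX2 (447 against 1732), 1179 of 2688 for β-catenin (298 against 881), 331 of 1361 for LEF1, 347 of 1027 for TCF7L1 (17 against 330) and 191 of 579 for TCF7L2. SOX2-ON against SOX2-OFF kept 2387 of 4774 for SOX2, 253 of 1088 for β-catenin (246 against 7), 196 of 504 for LEF1 (185 against 11), 34 of 379 for TCF7L1 (34 against 0) and 43 of 161 for TCF7L2 (29 against 14). Against CEpiLC, 3130 of 5477 stayed for SOX2 (2536 against 594) and 521 of 1701 for β-catenin (424 against 97) in SOX2-ON, and 476 of 1824 and 53 of 502 (37 against 16) in SOX2-OFF. Likewise, requiring 6 of 6 against 0 of 6 libraries kept 554 of 2370 high and low SOX2 sites for SOX2 (393 against 161), 368 of 1096 for β-catenin (182 against 186), 87 of 474 for LEF1, 110 of 455 for TCF7L1 and 46 of 218 for TCF7L2.

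The mean placement over targets stayed at 0.109 when whole replicates were permuted, but p was 0.1, the smallest that this permutation allows. The difference in log10 peaks changed sign for SOX2 in SOX2-ON against SOX2-OFF, from −0.106 to 0.157 with a −log10 q-value of at least 5, 0.0393 with a fold of at least 5 and 0.0181 by covered length. For TCF7L2 in CEpiLC against naive ESC it changed from −0.0113 to 0.0706, 0.00485 and 0.0936 under the same settings. Consensus intervals with a −log10 q-value of at least 5 numbered 53357 for SOX2, 33557 for β-catenin, 23038 for LEF1, 35804 for TCF7L1 and 11624 for TCF7L2. With 3 of 3 replicates they numbered 41567, 22534, 10220, 21507 and 6124, and with any 1 library 1762259, 1367887, 2706562, 1506232 and 2315276, in the same order. Merging at 100 bp gave 254940 for LEF1 and 130393 for TCF7L2. The difference for GGTGTG was 1.04 points within 50 bp (adjusted p = 0.231) and 5.11 within 250 bp (adjusted p = 3.67e-04), and within 250 bp that for CTTTGAW was 1.53 (adjusted p = 0.226) and that for TTTATKG −1.50 (adjusted p = 0.200).

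Leaving out a replicate number in every condition loosened the rule for differential sites to 2 of 2 against 0 of 2, so their counts rose by construction. CEpiLC against naive ESC gave 9929 (3819 against 6110), 8511 (5351 against 3160) and 7257 for SOX2 without replicates 1, 2 and 3 in turn. In the same order LEF1 gave 2155 (1846 against 309), 2317 and 1798, and TCF7L2 1194 (738 against 456), 1110 (928 against 182) and 960. TCF7L1 gave 1600 without replicate 1 (652 against 948) and down to 1213 without replicate 3. SOX2-ON against SOX2-OFF gave 7563 (5641 against 1922), 7858 and 7791 for SOX2, 1513, 2037 (984 against 1053) and 1731 for β-catenin, 939, 874 (448 against 426) and 977 for LEF1, 884 (497 against 387), 602 and 584 for TCF7L1, and 484, 368 and 477 (127 against 350) for TCF7L2. Against CEpiLC, SOX2 gave 8681, 9335 (4604 against 4731) and 8905 in SOX2-ON and 3417 (732 against 2685), 5232 and 4380 in SOX2-OFF, and β-catenin 940, 934 (502 against 432) and 1013 in SOX2-OFF. The β-catenin counts of CEpiLC against naive ESC and of SOX2-ON against CEpiLC stayed within 1.5 times, although the former turned to 1751 against 1707 without replicate 1. For high and low SOX2 sites the rule tightened to all against none, and counts fell to 1437, 1102 and 927 (654 against 273) for SOX2, 552 (270 against 282), 718 and 514 for β-catenin, 206 (50 against 156), 286 (2 against 284) and 125 (2 against 123) for LEF1, 318 (163 against 155), 155 and 153 for TCF7L1, and 120, 89 and 86 for TCF7L2.

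High minus low SOX2 in the class index stayed between 6.01 and 6.23 for β-catenin, 4.80 and 5.72 for LEF1, 6.34 and 6.79 for TCF7L1 and 3.67 and 4.04 for TCF7L2. With 2 libraries per group the exact permutation test cannot go below p = 0.0556, the value of each, so the loss of the threshold follows from the number of libraries. The log10 difference in peaks for SOX2 in CEpiLC against naive ESC ranged from −0.961 to −0.275 (without replicate 1). It ranged from −0.268 to 0.118 (without replicate 2) for SOX2 in SOX2-ON against SOX2-OFF. In CEpiLC against naive ESC it ranged from −1.40 to 0.400 (without replicate 1) for TCF7L1 and from −0.419 to 0.386 (without replicate 1) for TCF7L2. Consensus intervals numbered 70544 (without replicate 2) to 74127 (without replicate 1) for SOX2, 29982 (without replicate 1) to 67965 for β-catenin, 20814 (without replicate 3) to 107507 for LEF1, 24281 (without replicate 3) to 55494 for TCF7L1 and 8878 (without replicate 3) to 52675 for TCF7L2. The percentage-point difference for WTTGTNATGCAAA ranged from −0.401 (without replicate 3, adjusted p = 0.00723) to −0.108. That for GGTGTG ranged from 2.47 to 4.41 (without replicate 3, adjusted p = 3.02e-07). That for CTTTGAW ranged from −0.0830 to 0.678 (without replicate 1), with 0.238 without replicate 3, and that for TTTATKG from −3.01 to −0.590 (without replicate 2), with −0.766 without replicate 1.

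Replicate numbers did not meet the rule set for pairing by the correlation of deviations: in 0 of 30 pairs of conditions did every same-numbered pair of libraries deviate together with a correlation over 0.1 (range −0.0315 to 0.115). Weaker pairing stays open. The mean was 0.0146 for the same number and −0.00721 for other numbers. The second value largely follows from the first, since deviations were taken from the mean of the 3 libraries of a condition. TCF7L1 in SOX2-ON and SOX2-OFF came nearest to the rule, with 0.104, 0.113 and 0.0680. Libraries of replicate 1 nevertheless had strong exon peaks in common, as given in the report. Permutation within a replicate block left each difference as it was and changed no call. With the replicate block, p was 0.00174 for agreement of all 5 targets, 6.1e-05 for the mean placement of 0.109, and 0.0312 for high minus low SOX2 in the class index of β-catenin (6.82), LEF1 (5.83), TCF7L1 (6.87) and TCF7L2 (4.69). Single contrasts could not go below 0.25 in the block.

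Counts for the fixed loci stayed within 1.5 times in 86 of 160 cases when all deposited peaks were used, and 74 moved, since long lists add peaks. Mean numbers of peaks per group moved by more than their SD in 4 of 20 groups with the stricter q-value and in 2 with the stricter fold, all downward by construction. The median folds of the strongest sites, each recomputed without 1 of its 3 replicates, stayed within their spread. Since the number of reads behind each list is unknown, absence of a peak says only that none was called, and the shortest lists (1628 peaks for TCF7L1, 3423 for β-catenin) set how deep the equal-length comparisons could go.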

Other observations

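The tests on exon peaks and on narrow peaks were chosen after the patterns had been seen, the narrow peaks as 1 prediction that was divided afterwards, and what other splits would show was written down after their counts were known, although that comparison itself had been planned.

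Strong exon peaks over Tfap2a, Tfap2c and Tcf7l1 appeared in libraries of replicate 1 for all 5 targets and all 4 conditions. Spliced cDNA of these genes in the libraries is a candidate source that stays open. Of 393 summits with a fold of at least 8 over these genes, 353 (89.8%) lay in coding exons, but the scan had chosen the genes by such a share, so this does not test it. Occupancy of the loci in the cells of a condition should recur in the other replicates. At least 3 coding exons had strong summits in 50 of 60 pairs of a library and a gene in replicate 1, but in 4 of 120 pairs in replicates 2 and 3, which argues against it. RNA or cDNA of the cells at large should bring the exons of abundant transcripts, and 0 of 220 pairs of a library of replicate 1 and a gene of the list of abundant transcripts showed them. All 11 genes of the list that could be scanned are widely expressed, also in embryonic stem cells. The route by which such DNA would have entered, whether as plasmid, amplified product or other library, was not tested, and no biological explanation other than occupancy was tested. No gene passed in CEpiLC β-catenin replicate 1, and Tcf7l2 passed in CEpiLC only. Whether the strength of the peaks depends on the condition was not tested.

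In 3 libraries the narrowest peaks were shorter than the reads of 76 bp: 55 bp in naive ESC LEF1 replicate 1, 37 bp in CEpiLC TCF7L1 replicate 1 and 54 bp in SOX2-ON TCF7L1 replicate 1. Little enrichment in these libraries is a candidate explanation, and it predicts no excess of the TCF sequence at summits. In naive ESC LEF1 replicate 1, 8.19% of summits had it, against 8.51% of windows 5 kb away, so that library may hold little specific signal. In the TCF7L1 libraries the lowest share was 24.2% in SOX2-ON, against 8.72% nearby, and CEpiLC had 38.7%, against 8.79%. This argues against an absence of enrichment in those libraries, although the other SOX2-ON TCF7L1 replicates reached 57.9% and 58.1%. Why their peaks were narrow was not tested, and no biological explanation was tested.

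The share of β-catenin summits with the SOX sequence CWTTGT was higher at high SOX2: 50.6% ± 0.058 in naive ESC and 56.3% ± 3.3 in SOX2-ON, against 32.0% ± 1.8 in CEpiLC and 33.0% ± 1.4 in SOX2-OFF (SD, n = 3 each). The difference was 20.9 percentage points (exact permutation test within cell lines, p = 0.005, the smallest possible, adjusted 0.00833 over 5 targets), with all 3 libraries of high SOX2 above all 3 of low SOX2 in each line. The rise was 17.8 points for SOX2, 12.4 for LEF1, 19.7 for TCF7L1 and 5.49 for TCF7L2 (exact permutation p from 0.005 to 0.035, adjusted 0.00833 to 0.035), and for TCF7L2 it was 2.68 in SOX2-ON against SOX2-OFF. The share of β-catenin summits with the TCF sequence CTTTGAW fell by 7.70 points at high SOX2 (exact permutation p = 0.005, adjusted 0.025). For the TCF sequence the change was 1.07 points for SOX2, −20.5 for LEF1, −7.40 for TCF7L1 and −2.08 for TCF7L2. In the same permutation test their adjusted p ranged from 0.0625 to 0.455. Base composition of the bound regions would raise a control sequence of the same letters, GTTWTC, as much as the SOX sequence. That control rose by 2.61 points at β-catenin summits (exact permutation p = 0.005, adjusted 0.00625). This leaves most of the 20.9 points of the SOX sequence unaccounted for. For TCF7L2 the control rose by 2.10 points (exact permutation p = 0.055, adjusted 0.055), against 5.49 for the SOX sequence. By cell line this control changed by 4.23 points in naive ESC against CEpiLC and by −0.0438 in SOX2-ON against SOX2-OFF. The SOX sequence at TCF7L2 summits rose from below nearby windows to about their level. The SOX2-ON libraries had the SOX sequence at 26.7%, 27.6% and 26.7% of summits, against 26.6% of windows 5 kb away in each, and the CEpiLC libraries at 17.4% to 20.3%, against 25.5% to 26.8%. In naive ESC it was at 23.7%, 30.6% and 26.7%, against 26.6%, 26.6% and 27.3%. Recruitment of β-catenin to SOX2-bound DNA is 1 hypothesis that would fit, but a change of other factors that read the same sequence, or of chromatin access, stays open.

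Other splits of the same libraries were counted for each comparison of sites. For 3 against 3 libraries there are 10 splits, and the real split gave the highest count in each of 14 comparisons (1 of 10 splits), so chance cannot be excluded by this design. In CEpiLC against naive ESC the real count and the highest of the other splits were 4864 and 377 for SOX2, 2688 and 34 for β-catenin, 1361 and 62 for LEF1, 1027 and 9 for TCF7L1, and 579 and 60 for TCF7L2. In SOX2-ON against SOX2-OFF they were 4774 and 236, 1088 and 71, 504 and 49, 379 and 61, and 161 and 90 for the same targets. Against CEpiLC, SOX2-ON gave 5477 and 355 for SOX2 and 1701 and 39 for β-catenin, and SOX2-OFF gave 1824 and 483 and 502 and 59. For high against low SOX2, 1 of 100 splits, the real one, gave as many sites for each target, which argues against a chance split of the 12 libraries. The real counts and the highest of the others were 2370 and 1445 for SOX2, 1096 and 823 for β-catenin, 474 and 329 for LEF1, 455 and 344 for TCF7L1, and 218 and 145 for TCF7L2. Nearly all possible splits divide the libraries of a condition, and other pairings of whole conditions were not compared separately. These counts therefore cannot show that sites follow the SOX2 level rather than another grouping of conditions. With all deposited peaks, 2 and 12 of 100 splits gave as many for TCF7L1 and TCF7L2, so chance was not excluded for TCF7L2. For 3 against 3 libraries, the real split was then not the highest in 6 of the 14 comparisons. SOX2-ON against SOX2-OFF gave 3067 for β-catenin, 3619 for LEF1, 698 for TCF7L1 and 654 for TCF7L2, where the highest other splits gave 4487, 5451, 1268 and 2550. TCF7L2 in CEpiLC against naive ESC gave 987 against 4213, and β-catenin in SOX2-OFF against CEpiLC 607 against 1259. With at most 10000 peaks, TCF7L1 in SOX2-ON against SOX2-OFF gave 514 against 527.

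Here 2440 SOX2 sites were found only in CEpiLC and 2424 only in naive ESC, by presence of a peak in equal-length lists, and with all deposited peaks 1278 and 10695. The study counted sites from read counts with a model across sites, so its counts are of another kind.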
